# Muscle-derived fibro-adipogenic progenitor cells for production of cultured bovine adipose tissue

**DOI:** 10.1038/s41538-021-00122-2

**Published:** 2022-01-24

**Authors:** Richard G. J. Dohmen, Sophie Hubalek, Johanna Melke, Tobias Messmer, Federica Cantoni, Arianna Mei, Rui Hueber, Rada Mitic, Dirk Remmers, Panagiota Moutsatsou, Mark J. Post, Laura Jackisch, Joshua E. Flack

**Keywords:** Mesenchymal stem cells, Agriculture, Cell biology

## Abstract

Cultured meat is an emergent technology with the potential for significant environmental and animal welfare benefits. Accurate mimicry of traditional meat requires fat tissue; a key contributor to both the flavour and texture of meat. Here, we show that fibro-adipogenic progenitor cells (FAPs) are present in bovine muscle, and are transcriptionally and immunophenotypically distinct from satellite cells. These two cell types can be purified from a single muscle sample using a simple fluorescence-activated cell sorting (FACS) strategy. FAPs demonstrate high levels of adipogenic potential, as measured by gene expression changes and lipid accumulation, and can be proliferated for a large number of population doublings, demonstrating their suitability for a scalable cultured meat production process. Crucially, FAPs reach a mature level of adipogenic differentiation in three-dimensional, edible hydrogels. The resultant tissue accurately mimics traditional beef fat in terms of lipid profile and taste, and FAPs thus represent a promising candidate cell type for the production of cultured fat.

## Introduction

Cultured meat (also known as ‘cell-based’ or ‘cultivated’ meat) is an emerging area of biotechnology that aims to address sustainability issues associated with traditional meat production, by leveraging the proliferation and differentiation capacity of stem cells to produce mature, edible tissues for human consumption in vitro^1–3^. Such technologies could have substantial environmental, sustainability and animal welfare benefits when compared to traditionally reared meat^1,3–5^.

Traditional meat is composed primarily of skeletal muscle tissue, and prototype cultured meat products have thus focussed on the differentiation of stem cells (such as muscle satellite cells) to produce skeletal muscle^6^. Various animal-free scaffolding approaches have been developed to optimise the texture and protein expression of this cultured muscle^7,8^. However, inter- and intramuscular fat tissue (known as ‘marbling’) is also a key component of meat and contributes significantly to its flavour, texture and palatability^9–11^. Animal fat is characterised by a distinct lipid profile^12^ and melting temperature, which is difficult to mimic using plant-based fats. Hence, methods for production of cultured fat are required, though key hurdles remain^13,14^. Current adipose tissue engineering protocols have so far proved unsuitable for production of cultured fat for several reasons, including limitations in adipogenic maturity^15,16^, the use of animal-based scaffolds^17,18^, and a lack of scalability^16,19^.

Several cell types are capable of adipogenic differentiation in vitro, including bone- and fat-derived mesenchymal stem cells (MSCs)^20^, de-differentiated fat (DFAT) cells^21^, embryonic stem cells (ESCs), induced pluripotent stem cells (iPSCs)^2^ and, reportedly, satellite cells (SCs)^22,23^. However, in vivo intramuscular fat is derived predominantly from a population of tissue-resident interstitial stem cells known as fibro-adipogenic progenitor cells, (henceforth referred to as FAPs) which have been identified in numerous species^24–26^, including bovine^27,28^, and which are marked by expression of cell surface receptors such as PDGFRα^28–30^. These FAPs play a poorly understood role in skeletal muscle biology, contributing to muscle regeneration under physiological conditions, but to fibrosis and fatty deposition during pathology^24,25,31–33^. Nevertheless, FAPs offer several potential advantages when it comes to design of cultured meat bioprocesses, including ease of cell purification and accurate recapitulation of traditional intramuscular fat.

Here, we show that FAPs can be easily purified from bovine muscle samples, concurrently with SCs, using a simple FACS-based strategy. These cells can be efficiently expanded for many population doublings, and differentiated to produce cultured fat tissue which closely resembles traditional fat in terms of lipid profile and taste. FAPs therefore represent a viable strategy for the scalable production of cultured fat tissue.

## Results

### FAPs can be purified from bovine muscle

Whilst characterising satellite cells (SCs) from bovine muscle samples, we previously observed a substantial population of cells with a CD29+, CD31/45/56- immunophenotype^34^. In order to purify these cells, we employed a FACS strategy similar to that used for the isolation of SCs (Fig. 1a, b)^34^. Sorting this population yielded a culture of mononuclear cells which adhered readily to tissue culture plastic. These cells were larger and distinctly flatter than SCs in vitro (Fig. 1c), and based on previous reports we hypothesised that they might be fibro-adipogenic progenitors (FAPs)^24,25,27,29^. Using RT-qPCR, we found that the CD29+, CD31/45/56- population (which we subsequently refer to as FAPs) showed significantly increased expression of *PDGFRA* (a previously reported FAP marker^27,29^), and significantly reduced expression of *PAX7*^35^ and *NCAM1* (CD56)^34^ when compared to SCs (Fig. 1d). Both of these cell types were isolated with high yields, in the order of 10^5^ cells per gram of skeletal muscle tissue.

**Fig. 1:**
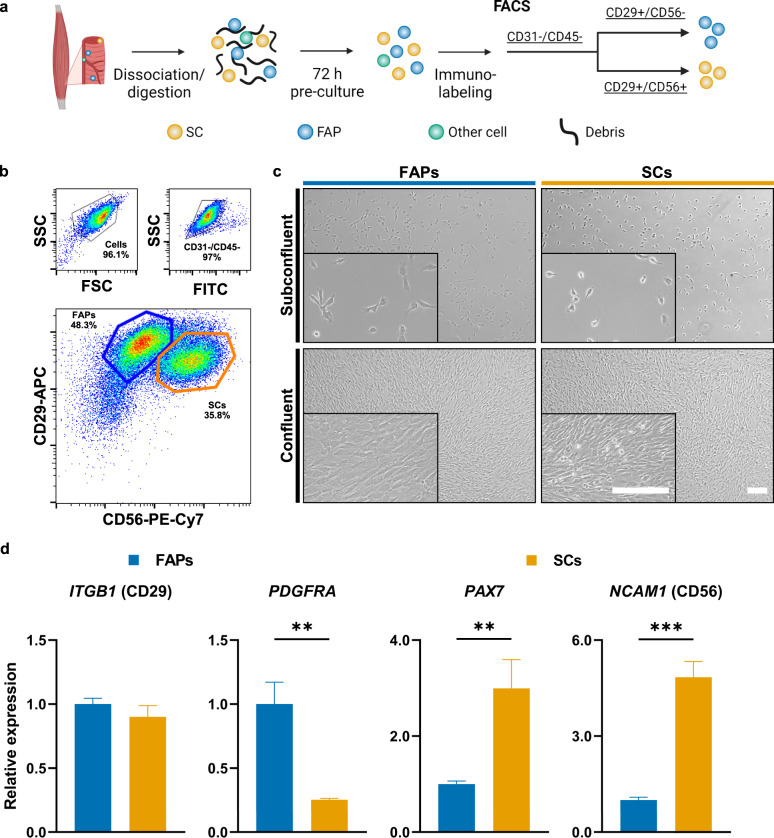
Purification of FAPs from bovine muscle. **a** Overview of workflow for isolation and purification of muscle-derived stem cells. **b** Representative flow cytometry plots of unsorted bovine muscle cells, based on surface expression of CD31/CD45-FITC, CD29-APC, and CD56-PE-Cy7. Coloured gates indicate FACS strategy. Figures denote cells within the respective gates, as a percentage of the parent population. Plots show 50,000 events. **c** Brightfield microscopy images of sorted FAPs and SCs at subconfluence and confluence. Scale bars = 200 µm. **d** Expression of selected stem cell marker genes in FAPs and SCs after sorting, as measured by RT-qPCR. Data was normalised against expression in FAPs. All numerical data is shown as mean ± sd (*n* = 3); *P*-values: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

### FAPs are transcriptomically distinct from SCs

Despite recent interest, FAPs remain poorly characterised from both a cellular and physiological perspective^36^. 

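RNA was collected from fibro-adipogenic progenitors (FAPs) and satellite cells (SCs), the myogenic stem cells of muscle, both sorted from bovine muscle, after 72 h of culture in growth medium from a seeding density of 2000 cells per cm2. There were 3 libraries of each cell type, lettered A, B and C in both. Poly(A) RNA was sequenced as single-end reads, and the authors aligned the reads with STAR to the bovine genome (bosTau9) and counted the reads on each Ensembl gene with featureCounts. The deposited values are these read counts without any normalization, for 27607 gene identifiers, of which 8445 had 0 counts in every library. The FAP libraries held 37791193 (A), 34018960 (B) and 22737901 (C) counted reads. The SC libraries held 28193427 (A), 19666738 (B) and 30115337 (C). At these depths, the smallest level that could be shown, taken as 3 counts, lay between 0.0794 CPM (counts scaled to a common library total) in FAPs A and 0.153 CPM in SCs B, which covers counting error only.
The counts were not spread over genes in the same way in both cell types. The 10 most counted genes of each library took 23.2% ± 0.766 (SD, n = 3) of the counts in FAPs and 7.84% ± 0.160 (SD, n = 3) in SCs, and each FAP library had a larger share than each SC library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Scaling by the library total alone therefore gives the remaining genes of FAPs a lower level, and the counts were scaled with edgeR's TMM factors, which were 0.831 on average in FAPs and 1.204 in SCs. Genes with too few counts were removed with filterByExpr at its minimum count of 10, which kept 14039 genes. These were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the log2 fold change (log2-FC) taken as FAPs minus SCs. Replicates differed by more than the counting error. The biological coefficient of variation was 4.68% in FAPs and 9.97% in SCs. Counts drawn with counting error alone gave 0.988% in either cell type, the lowest value the estimate can take. The deposited table lists genes by Ensembl identifier only, and 0 of the identifiers were matched to a name in the gene table used here, so that genes could not be reported by name and RPKM values were not computed.

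**Figure D1:**
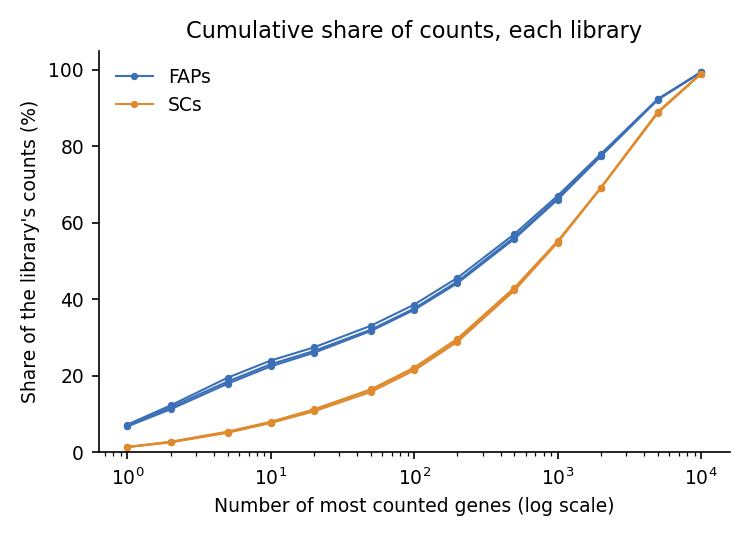
Share of each library's counts (vertical axis, %) taken by its most counted genes (horizontal axis, number of genes on a log scale), with one line per library for the 3 FAP and 3 SC libraries. The lines of the FAPs lie above those of the SCs, with means of 23.2% and 7.84% at 10 genes.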

We thus used RNA sequencing to characterise broad transcriptomic differences between FAPs and SCs. Principal component analysis (PCA; based on the 500 most variably expressed genes between samples) demonstrated that samples clustered tightly by cell type (Fig. 2a). 

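PCA was run on the 500 genes with the highest variance of CPM across the 6 libraries, in place of RPKM, with libraries as observations and genes centred but neither scaled nor log-transformed. Component 1 took 99.7% of the variance and component 2 took 0.176%. On component 1 all FAP libraries lay on one side and all SC libraries on the other (exact two-sided permutation test, p = 0.1, the smallest p possible with 3 libraries in each group). Over all components, the smallest distance between a FAP and an SC library was 7.76 times the largest distance between replicates of one cell type. A change of orientation together with the log transform moved the shares most. With genes as observations and libraries as variables, on log2(CPM + 1), component 1 took 69.5% and component 2 took 30.3%. With each library left out in turn, component 1 took between 99.7% and 99.8%, and component 2 between 0.0923% and 0.218%.
The grouping was also read from the tested genes, independently of the choice of 500 genes. Pearson's r of log2 CPM on TMM-adjusted library sizes, computed across genes, which are not independent replicates, was between 0.992 and 0.996 in the 6 pairs of libraries of one cell type. In the 9 pairs of a FAP and an SC library it was between 0.838 and 0.843. Read counts of any pair of libraries from one cell type still differed by more than counting error, with a chi-square per degree of freedom between 4.07 and 27.3, so that no library was counted as a duplicate of another.

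**Figure D2:**
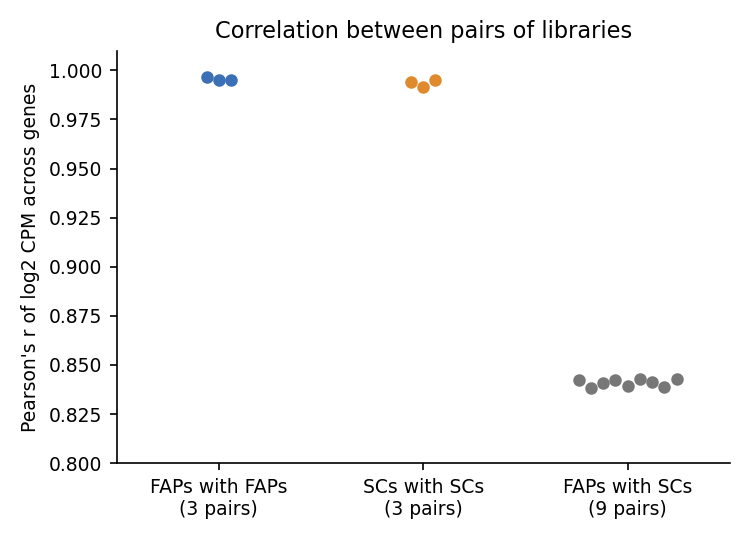
Pearson's r of log2 CPM across genes (vertical axis, which starts above 0) for each of the pairs of libraries, grouped by cell type (horizontal axis), with one point per pair. The 6 pairs within a cell type lie at or above 0.992 and the 9 pairs between cell types at or below 0.843.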

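With an FDR below 0.05 and an absolute log2-FC above 1, the quasi-likelihood test called 3943 genes, 28.1% of those tested. Of these, 2035 were higher in FAPs and 1908 were higher in SCs, so that 51.6% of the called genes were higher in FAPs. With limma-voom, 3931 genes were called, 2039 higher in FAPs and 1892 higher in SCs, and 3914 of them were also called by the quasi-likelihood test. The scaling of the libraries moved the direction of the calls most. With library totals in place of TMM factors, 5083 genes were called, of which 1286 were higher in FAPs and 3797 in SCs, a share of 25.3% higher in FAPs. This scaling moved the median log2-FC of all tested genes from -0.03 to -0.57.
The letters A, B and C are shared by the libraries of both cell types. Across tested genes, the deviations of same-lettered libraries from the mean of their cell type had a correlation of 0.199 for A, 0.0134 for B and 0.167 for C, with a mean of 0.127. With the replicate letter as a block in the model, 3942 genes were called, 2045 higher in FAPs and 1897 higher in SCs, amounting to 28.1% of tested genes, and 3915 of them were also called without the block. With each library left out in turn, between 4009 and 4086 genes were called. Between 96.0% and 97.5% of the 3943 genes were among them, and 0 genes changed sign.

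**Figure D3:**
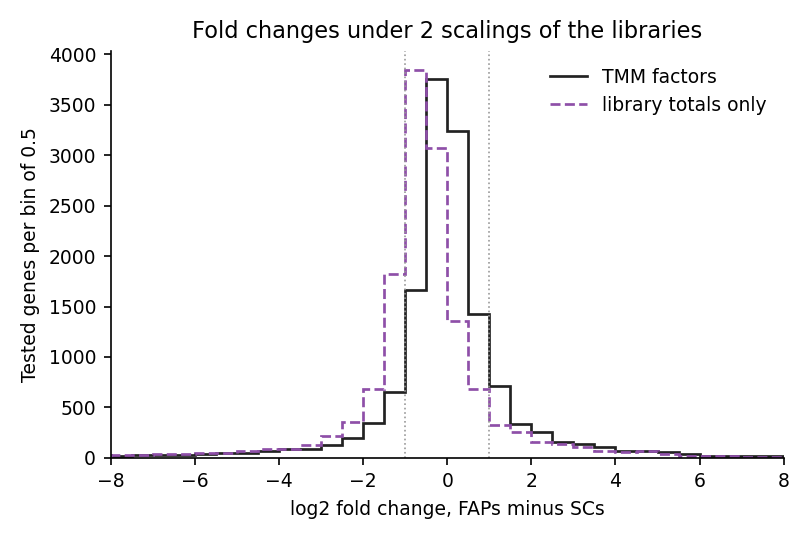
Number of tested genes (vertical axis) in each bin of log2-FC, FAPs minus SCs (horizontal axis, log2 units), with TMM factors (solid line) and with library totals only (dashed line), the dotted lines marking the log2-FC cutoffs. The distribution under library totals is shifted towards SCs, with a median of -0.57 against -0.03.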

Differential expression analysis identified 3898 differentially expressed genes (27.8% of total identified genes; log2-FC > 1, FDR < 0.05) between SCs and FAPs, further demonstrating that these cell types are transcriptomically distinct (Fig. 2b). Previously reported SC markers, including *PAX7*^35^ and *NCAM1*^34^, as well as other myogenic markers, were significantly downregulated in FAPs, as previously observed by RT-qPCR (Figs. 2c; 1d). In contrast, the adipogenic progenitor-related genes *PPARG*^37^ and *SCARA5*^38^, as well as *PDGFRA*, were strongly upregulated in FAPs when compared to SCs (Fig. 2c).

**Fig. 2:**
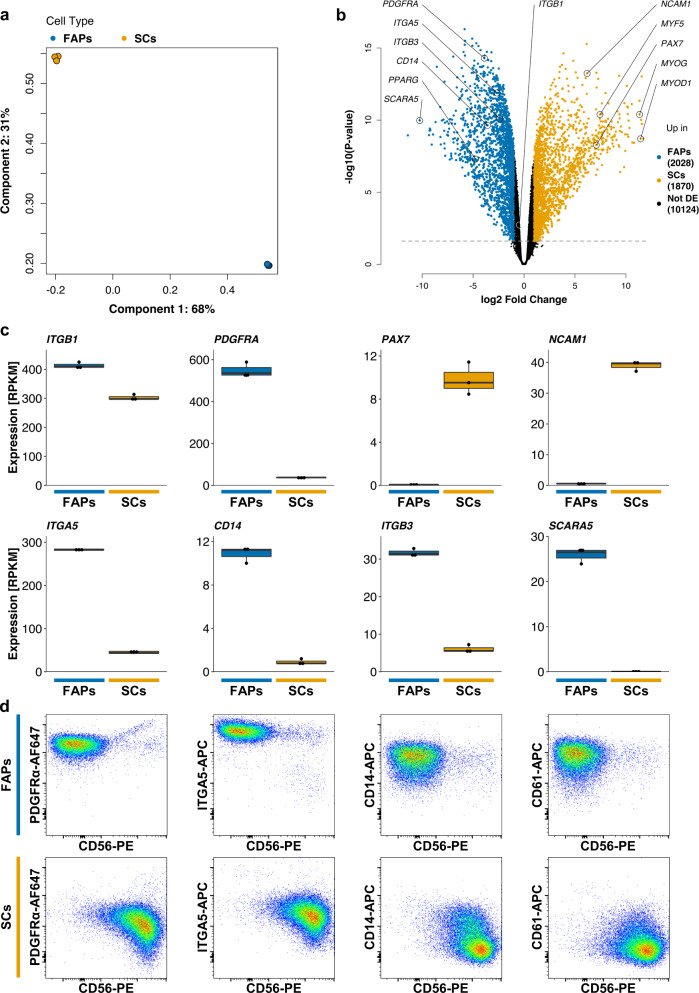
Transcriptomic and immunophenotypic characterisation of FAPs. **a** Principal component analysis of gene expression profiles of FAPs (blue) and SCs (orange) as determined by RNA sequencing, based on the 500 most variably expressed genes (*n* = 3 for each cell type). **b** Volcano plot showing differentially expressed genes between FAPs (blue) and SCs (orange), as determined by RNA sequencing (*n* = 3). Genes corresponding to selected key FAP and SC markers are indicated. Dashed line indicates significance cutoff at a false discovery rate of 0.05. **c** Box plots showing the expression of selected key FAP (blue) and SC (orange boxes) marker genes (*n* = 3), as determined by RNA sequencing. Results are expressed in terms of reads per kilobase million (RPKM). **d** Comparative flow cytometric analysis of FAPs and SCs, based on surface expression of PDGFRα-AF647, ITGA5-APC, CD14-APC, or CD61-APC, each combined with CD56-PE.

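The fold changes behind the volcano plot reached far beyond the cutoff. In 434 of the called genes, every library of one cell type had at most 3 counts, and their fold changes were taken against that floor, as lower bounds. Counted in this way, 1868 called genes differed by more than 4-fold, 548 by more than 16-fold and 37 by more than 256-fold. With TMM factors, 984 of the more than 4-fold changes were higher in FAPs and 884 in SCs, and with library totals 696 and 1294. Of the more than 256-fold changes, 6 were higher in FAPs and 31 in SCs with TMM factors, and 4 and 40 with library totals. Without the fold change cutoff, 10001 genes had an FDR below 0.05, which corresponded to an unadjusted p of up to 0.0355. Of the called genes, 3922 had no overlap between the 3 FAP and the 3 SC libraries, and so did 74.5% of all tested genes, where chance gives 10%.
The largest fitted log2-FC were found in genes that were nearly or wholly uncounted in one cell type, and the files do not pair their identifiers with names. The CPM given for these genes are on TMM-adjusted library sizes, and the fold bounds use a floor of 3 counts on the same scale, 0.0993 CPM in SCs and 0.120 CPM in FAPs for the mean of each. ENSBTAG00000008074 was counted at 91.1 ± 10.0 CPM (SD, n = 3) in FAPs and had 4 counts over all SC libraries, a log2-FC of 10.92 (standard error 0.257, adjusted p = 3.74e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This standard error was derived from the test, as the log2-FC divided by the square root of the F statistic. It is not a direct measure of the counting error of 4 counts. All 4 counts also lay in the same SC library, so the size of this change is less certain than its standard error. The log2-FC of ENSBTAG00000008074 was 14.3 without SCs replicate A and 9.667 with a prior count of 2. ENSBTAG00000022395 was counted at 10.1 ± 1.87 CPM (SD, n = 3) in FAPs and had 0 counts in every SC library, so that it was at least 101.3-fold higher in FAPs. On library totals alone its mean was 8.33 CPM. ENSBTAG00000002216 was counted at 55.0 ± 11.4 CPM (SD, n = 3) in SCs and had 0 counts in every FAP library, at least 459-fold lower in FAPs. ENSBTAG00000050626, at 35.3 ± 7.25 CPM (SD, n = 3) in SCs and 0 counts in FAPs, was at least 294-fold lower. These genes were ordered by fitted log2-FC, which is not the order of the bounds. By the bounds, 6 genes were more than 256-fold higher in FAPs, and ENSBTAG00000022395 was not among them. ENSBTAG00000018253 (154 CPM in SCs, 0.0704 CPM in FAPs, log2-FC -10.895) exceeded the bounds printed for genes higher in SCs. After its PCA (Fig. 2a), the paper takes the number of differentially expressed genes as further evidence that FAPs and SCs have distinct transcriptomes (Fig. 2b).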

Our transcriptomic comparison additionally identified several cell surface receptors differentially expressed between FAPs and SCs (Fig. 2b, c). We confirmed the selective expression of PDGFRα, ITGA5, CD14, and CD61 at the protein level in sorted FAPs, as compared to SCs, by flow cytometric analysis (Fig. 2d). These data indicate that FAPs and SCs are indeed immunophenotypically distinct, potentially allowing further optimisation of respective purification strategies.

### FAPs can undergo adipogenic differentiation in vitro

To investigate the potential use of FAPs for cultured meat applications, we compared their potential for myogenic and adipogenic differentiation in vitro to that of SCs in 2D assays. After 96 h of serum starvation (traditionally used to induce myogenic differentiation in culture)^39,40^, SCs were observed to form large, desmin-positive myotubes, in contrast to FAPs (Fig. 3a). Myogenic fusion index (the percentage of nuclei present in multinucleated myotubes^41,42^) was significantly reduced in FAPs when compared to SCs (2.4%, SD = 0.5%; 53.8%, SD = 2.3%; Fig. 3b). Expectedly, RT-qPCR analysis confirmed significantly greater upregulation of genes associated with myogenic differentiation in SCs when compared to FAPs (Fig. 3c). Conversely, after 14 days of treatment with an adipogenic differentiation medium (ADM, containing four adipogenic inducer molecules; Supplementary Table 1)^43^, FAPs showed significantly greater accumulation of lipid droplets (53%, SD = 1.1%, compared to 3.2%, SD = 0.7%) than SCs (Fig. 3a, d). Furthermore, FAPs showed potent upregulation of fat-related genes, such as *ADIPOQ* (adiponectin), when compared to SCs (Fig. 3e), indicating that FAPs can differentiate into adipocytes, and suggesting that they warrant further investigation as a starting cell type for cultured fat.

**Fig. 3:**
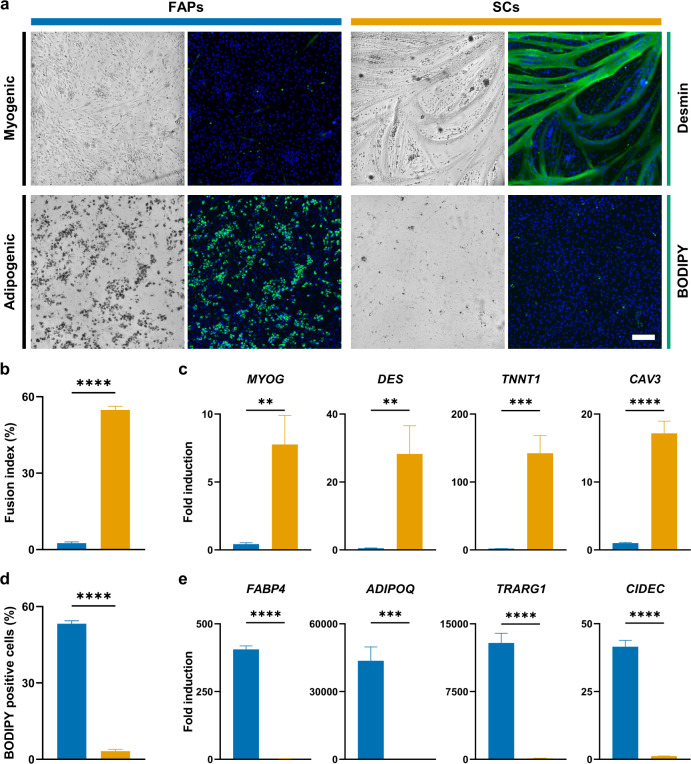
Myogenic and adipogenic differentiation of bovine FAPs and SCs. a Brightfield and immunofluorescence microscopy images of myogenic (top) and adipogenic (bottom panel) differentiation of FAPs and SCs after 96 h (for myogenic) and 14 days (for adipogenic) differentiation in 2D culture vessels, respectively. Green = desmin (myogenic) or BODIPY (adipogenic), blue = Hoechst, scale bar = 200 µm. **b** Quantified fusion indices of myogenic samples in **a**. **c** Expression of muscle-related genes in FAPs and SCs after 96 h of myogenic differentiation, measured by RT-qPCR. Data was normalised against SC control (0 h). **d** Quantification of BODIPY positive cells in adipogenic samples in **a**. **e** Expression of adipogenesis-related genes in FAPs and SCs after 14 days of adipogenic differentiation, measured by RT-qPCR. Data was normalised against FAP control (Day 0). All numerical data is shown as mean ± sd (*n* = 3); *P*-values: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

### FAPs can differentiate into mature adipocytes in 3-dimensional hydrogels

Whilst FAPs were able to differentiate into adipocytes in a 2D system, large-scale production of cultured fat requires adipogenesis in the context of 3D tissue biomimetics. FAPs were thus encapsulated in alginate hydrogel and formed into microfibre constructs^15^. Culturing these fibres in ADM gave rise to highly differentiated adipocytes; after 28 days, most of the cells adopted the unilocular lipid droplet morphology characteristic of mature adipocytes (Fig. 4a), in comparison to 2D assays where cells exhibited an accumulation of multiple small fat droplets (Fig. 3a). Quantification of lipid content revealed significantly greater accumulation in ADM (Fig. 4b), although some FAPs differentiated spontaneously in the absence of inducers (control conditions; Fig. 4a). These differentiated microfibres stained strongly for two markers of mature adipocytes: perilipin-1 (PLIN1), at the surface of lipid droplets, and acetyl-CoA carboxylase (ACC), in the cytoplasm (Fig. 4c). Expression of fat-related genes was also highly upregulated upon induction of adipogenic differentiation (Fig. 4d), at significantly higher levels than observed after comparable time in 2D cultures (Fig. 3e). The capacity of lipid accumulation was largely conserved across FAPs derived from different donor animals, although there were significant differences between donors in some cases (Supplementary Fig. 1). These results demonstrate that FAPs are amenable to differentiation in 3D culture, and are thus suitable for production of mature cultured fat tissue.

**Fig. 4:**
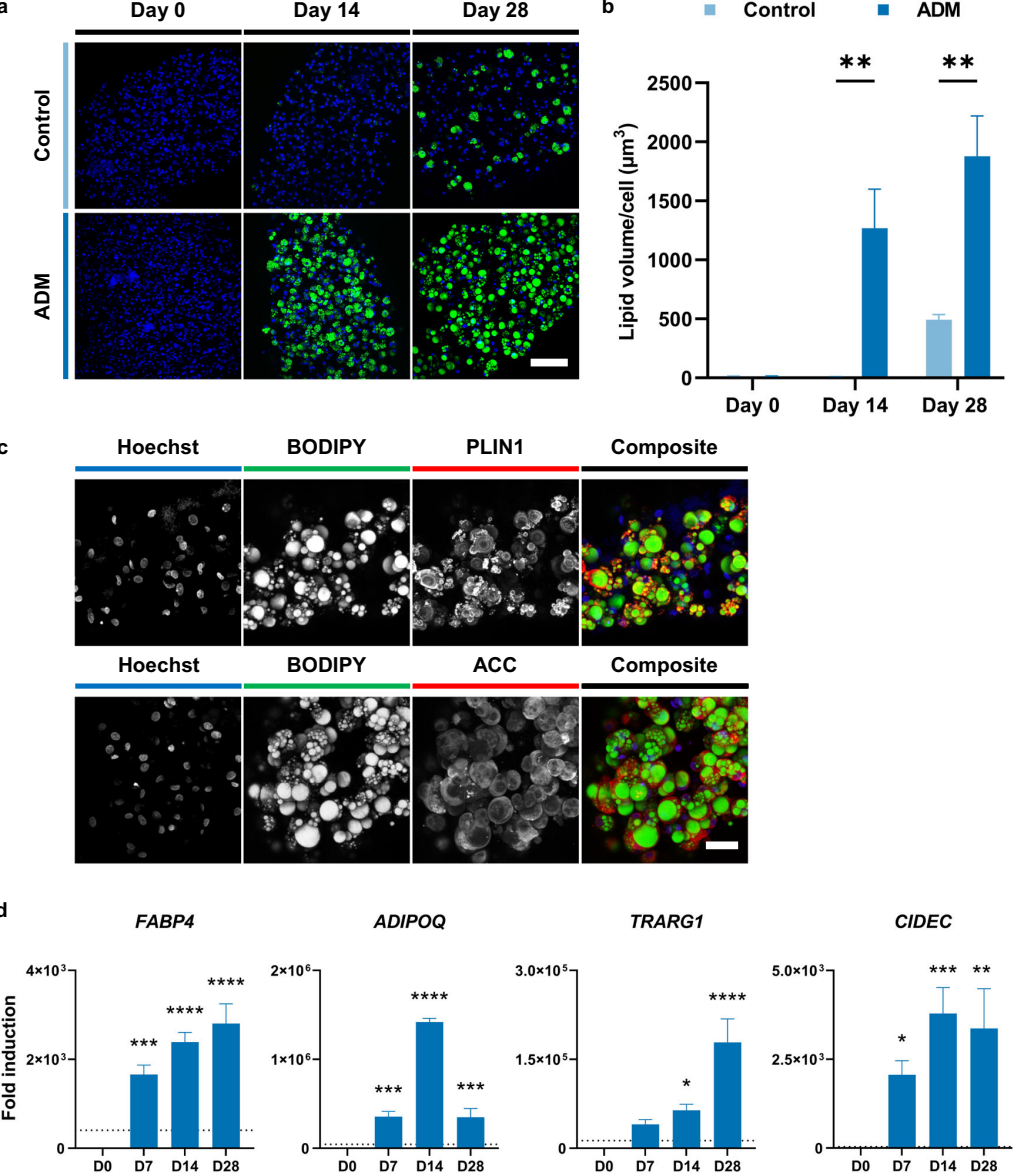
Adipogenic differentiation of FAPs in 3-dimensional hydrogels. a Maximum intensity projection confocal microscopy images of control (top) and ADM (bottom panels) treated FAP microfibres after 0, 14, and 28 days of differentiation. Green = BODIPY, blue = Hoechst, scale bar = 100 µm. **b** Lipid volume per cell, for samples in **a** (quantified by calculating total lipid volume from BODIPY immunofluorescence, divided by number of nuclei, for three independent images). Condition (i.e., control vs ADM) post-hoc significance in a two-way ANOVA is indicated (condition, time, and their interaction are all statistically significant). **c** Maximum intensity projection confocal microscopy images of FAP microfibres after 28 days of differentiation. Green = BODIPY, blue = Hoechst, red = PLIN1 (top) or ACC (bottom panels). Scale bar = 40 μm. **d** Expression of adipogenesis-related genes in FAP microfibres after 0, 7, 14, and 28 days of adipogenic differentiation, measured by RT-qPCR. Data was normalised to the expression on Day 0. Dashed line indicates extent of upregulation after 14 days of 2D differentiation (Fig. 3e). All numerical data is shown as mean ± sd (*n* = 3); *P*-values: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

### FAPs can be expanded effectively in long-term and upscaled cultures

Alongside robust differentiation, efficient expansion of progenitor cells is a requisite for a cultured meat bioprocess. Assessing the long-term proliferative capacity in 2D culture vessels we found that FAPs were able to robustly proliferate for over 30 cumulative population doublings (PDs; Fig. 5a), showing little morphological change over this time (Supplementary Fig. 2a). We also studied the effect of cell ageing on the potential of FAPs to differentiate in adipogenic microfibres. Adipogenesis dropped significantly between early, mid and late passage cells (Fig. 5b), as evidenced by an obvious visual reduction in the proportion of cells accumulating lipid droplets (Fig. 5c). Whilst substantial lipid accumulation was observable at 15 PDs, further work remains to understand and improve this loss of differentiation capacity.

**Fig. 5:**
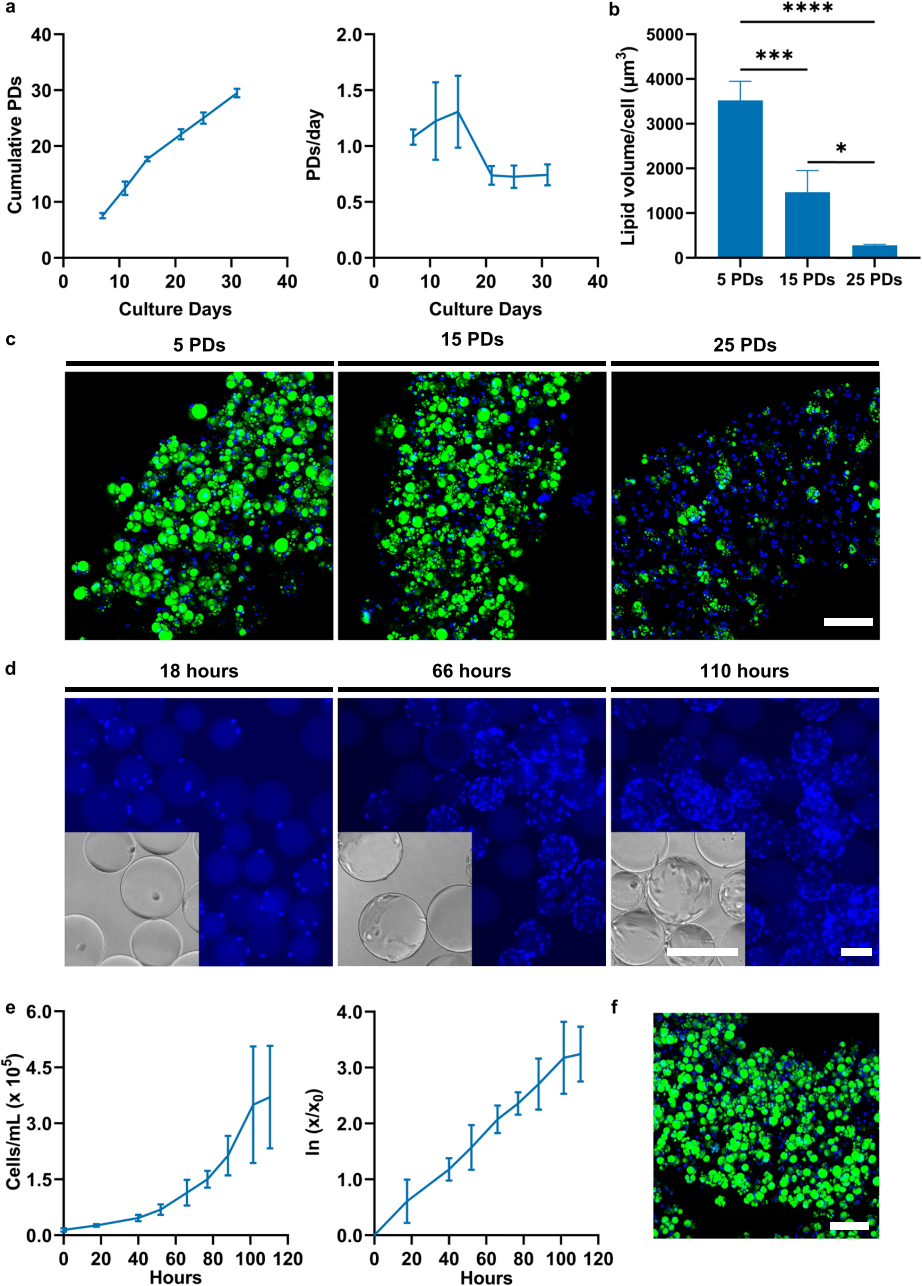
Proliferation of FAPs in long-term and upscaled cultures. **a** Growth curve (left, showing cumulative population doublings) and growth rate (right panel) of FAPs in long-term culture. 95% confidence interval (CI) is indicated (*n* = 3). **b** Lipid volume per cell for 28 day ADM-treated microfibres generated from FAPs that had undergone 5, 15, and 25 population doublings (PDs). Data is shown as mean ± sd (*n* = 4). **c** Representative maximum intensity projection confocal microscopy images of 28 day differentiated microfibres corresponding to the samples quantified in **b**. Green = BODIPY, blue = Hoechst, scale bar = 100 µm. **d** Representative brightfield and immunofluorescence microscopy images of FAPs cultured on Cytodex 1 microcarriers after 18, 66, and 110 h of spinner flask culture. Blue = Hoechst, scale bars = 200 µm. **e** Original (left) and log-transformed (right panel) growth curves for FAPs cultured on Cytodex 1 microcarriers in spinner flasks. 95% CI indicated (*n* = 3). **f** Maximum intensity projection confocal microscopy image of 28 day ADM-treated microfibre created from FAPs proliferated on Cytodex 1 microcarriers. Green = BODIPY, blue = Hoechst, scale bar = 100 µm. *P*-values: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. ADM = adipogenic differentiation medium.

We next analysed the proliferative capacity of FAPs in conditions more suitable for upscaled cell culture. As a proof of concept, FAPs were expanded on Cytodex 1 microcarriers in 30 mL spinner flask cultures. Over a 110 h culture, microcarrier occupancy and confluency visibly increased, with cell density growing 26-fold (Fig. 5d, e). No lag phase was detectable, with an average doubling time of 22.6 h (SD = 2.0 h) during exponential growth (Fig. 5e). Spiking of waste metabolites demonstrated that FAPs were fairly tolerant of lactate and ammonium build-up (to levels of 20 and 3 mM, respectively; Supplementary Fig. 2b), well above the levels of lactate and ammonium we observed in spinner flask cultures (data not shown). Furthermore, after harvesting from microcarriers, FAPs treated with ADM were able to differentiate efficiently in adipogenic microfibres (Fig. 5f). Taken together, these results show that FAPs can be proliferated efficiently, for many PDs, in both planar and microcarrier-based systems suitable for upscaled cell culture.

### Sensory and lipidomic analysis of cultured fat

In order for FAP-derived cultured fat to achieve consumer acceptance, it needs to mimic traditional animal fat from a sensory perspective^44^. Cultured fat tissue was produced from FAPs using the alginate microfibre method, on a gram scale, and compared to traditional subcutaneous beef fat (Fig. 6). Macroscopic observation showed clear similarities in appearance and structure between cultured and traditional fat, as compared to the empty alginate hydrogel, although the cultured fat had a more distinct yellow hue, potentially due to accumulation of carotenoid pigments (Fig. 6a). We then performed scanning electron microscopy (SEM) to compare the structures of these samples at the microscale. After 28 days of differentiation, cultured fat cells were considerably larger than at Day 0 (due to lipid accumulation), approaching the size of some cells observed in traditional fat (Fig. 6b). Interestingly, however, subcutaneous fat tissue displayed a branched network of extracellular matrix (ECM) attached to the cells that was not observed at comparable levels in cultured fat. Upon cooking (pan-frying without oil, for 3–5 min), both the traditional and cultured fat samples left oily residues on the pan, though cultured fat also released some water (presumably due to the alginate hydrogel). A panel of three volunteers assessed the sensory properties of the cultured fat tissue, including appearance, aroma, taste, and texture, reporting that the cooked cultured fat had a creamy consistency typical of animal fat, with a discernible ‘beefy’ flavour.

**Fig. 6:**
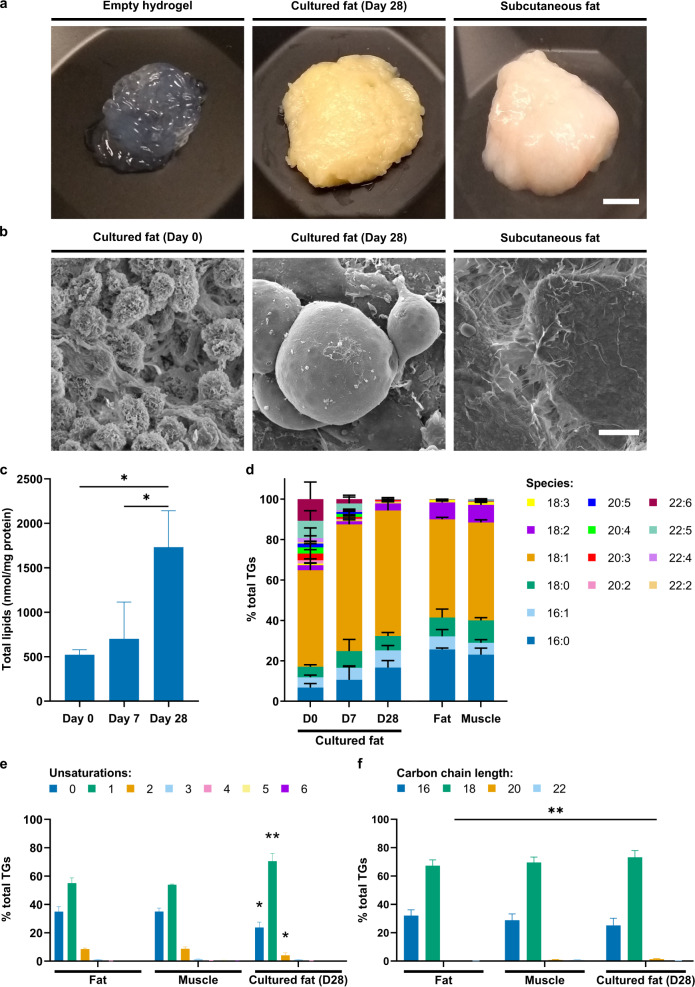
Lipidomic analysis of FAP-derived cultured fat. **a** Macroscopic photographs of empty alginate hydrogel, cultured fat (after 28 days of differentiation), and bovine subcutaneous fat. Scale bar = 5 mm. **b** SEM images of cultured fat after 0 and 28 days of differentiation, and bovine subcutaneous fat. Scale bar = 10 μm. **c** Absolute quantification of total lipid content (normalised to mass of protein) of cultured fat after 0, 7, and 28 days of differentiation. **d** Breakdown of relative percentages of fatty acid species within the triglyceride lipid class in cultured fat samples after 0, 7, and 28 days of differentiation, and bovine subcutaneous fat (‘Fat’) and skeletal muscle (‘Muscle’) control samples. Legend denotes C:D numerical annotation (where C indicates number of carbon atoms, and D number of double bonds, in the acyl chain). **e** Proportion of triglyceride species with acyl chains containing 0 to 6 unsaturations, for three of the samples shown in **d**. Statistically significant differences to both fat and muscle are indicated. **f** Proportion of triglyceride species with acyl chains containing 16, 18, 20, or 22 carbon atoms for the same samples shown in **e**. All numerical data are shown as mean ± sd (*n* = 3). *P*-values: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

We next performed lipidomic analysis to obtain a quantifiable comparison of cultured fat with traditional bovine subcutaneous fat and muscle tissues. Expectedly, the total lipid content of cultured fat tissue increased significantly during adipogenic differentiation when normalised to protein content (Fig. 6c). During the course of adipogenic differentiation, the triglyceride composition of cultured fat became increasingly similar to that of subcutaneous fat (‘Fat’) and skeletal muscle (‘Muscle’; Fig. 6d), likely reflecting the reported similarity in taste. Interestingly, after 28 days of differentiation, cultured fat contained lower levels of palmitic (C16:0) and linoleic acid (C18:2, an essential fatty acid), and higher levels of oleic acid (C18:1), compared with traditional fat and muscle, which has been reported to correlate positively with palatability (Fig. 6d)^45^. Indeed, the proportion of monounsaturated fatty acids (MUFAs; correlated with desirable flavour attributes^46^) was increased in cultured fat, whilst saturated and polyunsaturated fatty acids were reduced (Fig. 6e). Acyl chain length within the triglyceride class was largely unchanged (Fig. 6f). These results suggest that FAP-derived cultured fat is able to closely mimic traditional beef fat in terms of lipid content and taste.

## Discussion

Cultured meat must accurately mimic both the skeletal muscle and intramuscular fat elements of traditional meat^44^. However, cultured fat has thus far been an often-neglected component in this field^6,23^. In this study, we aimed to address this issue by exploiting the advantageous properties of bovine muscle-derived FAPs, which have not previously received significant attention, for the production of edible cultured fat tissue.

Alongside mature multinuclear muscle fibres, skeletal muscle contains a large number of different cell types^47,48^. Whilst purifying satellite cells by FACS^34^, we had previously observed a large population of CD29+, CD31/45/56- cells. Sorting this population yielded a culture of mononuclear cells possessing distinct morphology from SCs (Fig. 1). Hypothesising that these cells might be FAPs, we confirmed their expression of PDGFRα (CD140a; a tyrosine kinase receptor previously reported to label FAPs in human^26,29^, mouse^24,25^ and bovine^27,28^), as well as other factors previously implicated in adipogenesis, including PPARɣ^37^ and SCARA5^38^ (Fig. 2). These FAPs showed lipid droplet accumulation, as well as strong induction of adipocyte marker genes, upon treatment with a differentiation medium containing a cocktail of adipogenic inducers (Fig. 3). Since FAPs represent the primary source of intramuscular fat deposits in vivo^49,50^, we postulated that cultured fat derived from FAPs might mimic traditional fat tissue more closely than that produced from other cell types, such as subcutaneous fat-derived MSCs. It will be interesting to compare lipid accumulation rates for these bovine cell types, as has been performed for humans^29^. In addition, FAPs are easy to acquire concomitantly with SCs from muscle samples, supporting the development of a commercially viable bioprocess for cultured meat, and are widely conserved across agriculturally relevant species^51^. Our characterisation of FAP cell surface immunophenotypes will help to further optimise sorting strategies for these cell types; for example by combining positive selection for PDGFRα or ITGA5 with known SC markers such as CD56 (Fig. 2)^52^.

Previous studies aiming to produce cultured fat have relied on animal-derived hydrogels or scaffolds^17,18^. Here, we employed alginate-based hydrogels to produce edible cell-laden microfibres^15^, which supported the 3D culture and adipogenesis of FAPs (Fig. 4). The biocompatibility, low cost, and ease of gelation of alginate enable economic scalability^53^, and fibres could feasibly be fabricated as meter-scale constructs^17,54^, cultured in bioreactors to permit efficient nutrient exchange. This hydrogel supported the robust differentiation of FAPs over a four week culture, as evidenced by the presence of unilocular lipid droplets characteristic of white adipocytes (Fig. 3; Fig. 4)^55^. Nevertheless, further understanding and optimisation of cell-biomaterial, cell-cell, and cell-medium interactions will be required to maximise the adipogenic capabilities of FAPs, and to identify a fully-food compatible adipogenic differentiation medium. The tissue origin of FAPs also offers intriguing possibilities for the co-culture of multiple muscle-derived cell types. FAPs reportedly help to promote myofibre repair after muscle injury through the release of paracrine factors, such as IGF-1 and IL-6, that stimulate satellite cell differentiation^25,56^. FAPs also have the capacity to enter a fibroblastic lineage, and the ability to manipulate the differentiation of these cells could permit the production of native extracellular matrix (which we did not observe at considerable levels in this study) to construct more complex tissue mimetics^25,32^.

FAPs, like SCs, are a population of adult stem cells, and as such would be expected to have limited proliferative capacity. However, observed proliferation rates were promising, with FAPs demonstrating robust doubling times even after 20 population doublings (Fig. 5). This may reflect an intrinsic property of the cells, given the propensity for intramuscular fat to increase during aging^9,10^, and is highly advantageous from the perspective of a cultured meat bioprocess^57^. FAPs were also able to proliferate rapidly in microcarrier-based spinner flask cultures at rates similar to those previously observed in 2D culture^58^, whilst retaining their capacity for adipogenic differentiation. Further studies will be required to maximise obtained cell densities, eliminate FBS from proliferation medium formulations, and to fully assess the effects of prolonged proliferative phases in upscaled culture vessels^2^, particularly given the drop in differentiation capacity we observed during long term passaging (Fig. 5). It will be interesting to discern the pathways involved in this loss of stemness, perhaps using transcriptomic approaches. While such studies should allow the useful cellular lifespan to be extended, allowing production on a kilogram scale from single tissue biopsies, frequent biopsying will nonetheless be required, and careful selection of stem cell donors necessary to reduce donor-to-donor variability (which was observed to some extent with respect to differentiation in this study; Supplementary Fig. 1). The biology of adipogenesis changes during aging^59^, whilst differences in fatty acid composition have also been observed between muscles^12,60^, offering intriguing possibilities for donor optimisation.

FAP-derived cultured fat tissue appeared visually similar to traditional animal fat on both a macroscopic and microscopic level, albeit with some colour difference. Lipidomic analysis of mature cultured fat revealed that the triglyceride composition (the most prevalent lipid class, known to be crucial for flavour^45,46^) was similar to that of traditional animal fat tissue (Fig. 6), likely reflecting the close similarity in taste reported in our volunteer testing (although further blind tastings are certainly also required). The majority of the most prevalent fatty acid species have been correlated with palatability of meat, although it is unclear to what extent fatty acid composition per se, compared to the levels of intramuscular fat, contribute to this^60^. Comprehensive understanding of the adipogenic biology of FAPs may in future allow engineering of cultured fat products with specifically altered fatty acid compositions; for example to favour polyunsaturated fatty acids, which have been associated with reduced risk of cardiovascular disease^61^, or to increase levels of essential fatty acids (such as linoleic acid).

Collectively, this work demonstrates that FAPs are a candidate cell type for the production of cultured fat tissue as a novel food ingredient, offering potentially significant advantages with respect to ease of acquisition, mimicry to traditional fat, and co-culture with satellite cells to produce complex tissues. Key challenges remain, including the maintenance of differentiation potential at higher PDs, and the transition to protocols that are fully compatible with mass-market food production. Nevertheless, this represents an important step towards making cultured meat a reality.

## Methods

### Cell isolation

Fresh bovine skeletal muscle and subcutaneous fat samples were obtained from a registered abattoir according to national guidelines on animal tissue handling. Ethical approval was not required for acquisition of muscle and fat samples from commercially slaughtered cattle. Samples were acquired and transported in accordance with Dutch national guidelines on handling of animal material. Mosa Meat B.V. has been granted license to handle Category 3 animal material.

Muscle-derived cells were isolated from the semitendinosus muscle of commercially slaughtered Belgian Blue cattle (both male and female, aged from 1 to 7 years) as previously described^34^. Briefly, muscle was minced and dissociated with collagenase (CLSAFA, Worthington; 1 h, 37 °C). Cell slurries were filtered through a 100 μm cell strainer and incubated in ammonium-chloride-potassium (ACK) erythrocyte lysis buffer (1 min, room temperature (RT)). Cells were resuspended in growth medium (GM; Supplementary Table 1), and filtered through a 40 μm strainer prior to culture.

### Fluorescence-activated cell sorting (FACS)

Prior to FACS, cells were cultured for 72 h on bovine collagen type I (2.5 μg/cm^2^; Sigma-Aldrich, C2124) coated flasks and sorted using antibodies previously described^34^ on a FACSAria II Cell Sorter (BD). CD31-/CD45- cells were sorted into two populations: CD29+/CD56- (FAPs) and CD29+/CD56+ (SCs). Unstained cells were used to define gating parameters, and sorting purities routinely checked by reanalysing the sorted fractions.

### Cell culture

Cells were cultured on collagen-coated flasks in GM at a seeding density of 2 × 10^3^ cells/cm^2^. For myogenic differentiation, cells were plated at 5 × 10^4^ cells/cm^2^ on 0.5% Matrigel in GM for 24 h, and differentiation initiated by switching to myogenic differentiation medium (Supplementary Table 1). For adipogenic differentiation, cells were seeded at 4 × 10^4^ cells/cm^2^ in GM and after 24 h switched to adipogenic differentiation medium (ADM) containing four inducer molecules. After 3 days, medium was exchanged for ADM containing only rosiglitazone and insulin (ADM; Supplementary Table 1). Medium exchanges were performed every three days. Cells treated without inducers served as a control for adipogenic differentiation. Brightfield microscopy images were captured with an EVOS M5000 microscope (Thermo Fisher).

### RT-qPCR

RNA was isolated using the E.Z.N.A MicroElute Total RNA Kit (proliferative and myogenic samples) or E.Z.N.A Total RNA kit II (adipogenic samples; Omega Bio-tek, R6831, or R6934, respectively). RNA was reverse transcribed using the iScript cDNA synthesis kit (Bio-Rad, 1708891) according to the manufacturer’s instructions. RT-qPCR was performed using iQ SYBR Green Supermix (Bio-Rad, 1708880) with primer pairs detailed in Supplementary Table 2. 2^ΔCt^ values for genes of interest were normalised to the average of three housekeeping genes (*B2M*, *RPL19*, and *RPLP0* for myogenic samples; *RPL19*, *RPLP0*, and *UXT* for adipogenic samples).

### RNA sequencing

RNA was harvested from FAP and SC samples using the E.Z.N.A MicroElute Total RNA Kit. Sequencing libraries were prepared using the TruSeq stranded mRNA kit (Illumina), and sequenced on a high-output 75 bp NextSeq 500 (Illumina). STAR aligner 2.7^62^ was used to align single-end reads to the reference genome bosTau9 (ARS UCD1.2.98). Subsequent analysis was performed in R (version 4.1.0). Gene counts based on the aligned reads were quantified using the FeatureCounts function of the Rsubread package^63^.

Principal component analysis was performed using the 500 most variable genes (based on variance of RPKMs across all samples). The limma package was used for differential expression analysis by following the authors workflow, with genes considered significantly differentially expressed above a log2-fold change cutoff of 1, and a false-discovery rate (FDR) below 0.05^64,65^.

### Flow cytometry

Flow cytometric analysis was performed on FAPs and SCs using PDGFRα-Alexa Fluor (AF) 647 (1:50; Abcam, ab270085), ITGA5-APC (1:50; Miltenyi Biotec, 130-110-591), CD14-APC (1:50; Miltenyi Biotec, 130-110-578), CD61-APC (1:50; Miltenyi Biotec, 130-110-887), combined with CD56-PE (1:10; BD Biosciences, 345812) antibodies on a MACSQuant10 flow cytometer (Miltenyi Biotec). Unstained cells were used routinely as negative controls and to define gating parameters. Flow cytometric data was analysed using FlowJo (FlowJo LLC, version 10.7.1).

### Immunofluorescence microscopy

Cells were fixed (4% formaldehyde, 10 min, RT) prior to analysis. For assessing 2D adipogenic differentiation, cells were stained with Hoechst 33342 (1:5000; Thermo Fisher, H3570) and BODIPY 493/503 (1:1000; Thermo Fisher, D3922; 30 min, RT). For myogenic differentiation, cells were permeabilised, blocked (5% BSA in PBS, 1 h, 4 °C), and stained with α-desmin antibody (1:100; Sigma-Aldrich, D1033; overnight, 4 °C), Hoechst 33342 and appropriate α-mouse secondary antibody (1:200; Thermo Fisher, A28175; 1 h, RT).

Immunofluorescence images were captured, and adipogenic and myogenic differentiation quantified, using an ImageXPress Pico High Content Analyser (Molecular Devices, LLC). Nuclei counts were determined by quantifying Hoechst staining, and BODIPY immunoreactivity was assigned to the nearest nuclei using MetaXPress software. BODIPY positivity was then determined by quantifying BODIPY positive nuclei as a proportion of total nuclei. Fusion index was calculated as the percentage of nuclei located within desmin-stained myotubes^41,42^. For metabolite spiking experiments, cells were fixed, stained with Hoechst, and quantified using MetaXPress.

### Adipogenic microfibre cell culture

FAPs were resuspended in 0.5% high viscosity non-functionalised alginate solution (Sigma-Aldrich, W201502) at a concentration of 3 × 10^7^ cells/mL. Cell/alginate suspension was injected into gelation buffer (66 mM CaCl_2_, 10 mM HEPES). The resultant microfibres were washed and transferred to 12-well tissue culture plates containing serum-free adipogenic differentiation medium (ADM; Supplementary Table 1). Medium without inducers served as control. Microfibres were incubated on a shaking platform (75 rpm, 37 °C, 5% CO_2_) and medium exchanges performed every 3–4 days.

### Immunofluorescence for adipogenic microfibres

Adipogenic microfibres were fixed in fixation buffer (4% formaldehyde, 66 mM CaCl_2_, 10 mM HEPES; 1 h, RT), and stained overnight at 4 °C (1:500 BODIPY 493/503, 1:625 Hoechst 34850). For immunocytochemistry, microfibres were permeabilised in blocking solution (66 mM CaCl_2_, 10 mM HEPES, 10% goat serum, 0.1% Triton X-100; 1 h) prior to staining with antibodies for acetyl-CoA carboxylase (ACC; 1:200; Cell Signalling, #3676) or perilipin-1 (PLIN1; 1:400; Abcam, ab61682; both overnight, 4 °C) and appropriate secondary antibodies (1:200, Thermo Fisher, A32754 or A11058) in blocking solution (2 h, RT).

Images were captured on a confocal microscope (TCS SP8, Leica Microsystems) using a 25×/1.00 objective lens and 5 µm Z-steps. Nuclei counts and lipid volumes were quantified using a custom python script (contact authors for details) for three separate images per sample, and the total quantified lipid volume divided by the number of nuclei to calculate lipid volume per cell.

### Microcarrier cell culture

Cytodex 1 microcarriers (GE Healthcare) were hydrated in PBS in siliconised (Sigmacote SL2, Sigma-Aldrich) 30 mL spinner flasks (Wheaton) at a final concentration of 10 cm^2^/mL. Prior to inoculation, microcarriers were preconditioned with GM (1 h, 37 °C, 5% CO_2_). Cells were seeded at 1.5 × 10^3^ cells/cm^2^. Spinner flasks were positioned on magnetic stirring platforms in an incubator, and agitated at 60 rpm. 50% medium exchanges were performed every 48 h. Brightfield and fluorescence microscopy images were captured with an EVOS M5000 microscope, and cell counts performed on an automated cell counter (NucleoCounter NC-200, Chemometec).

For cell harvesting, microcarriers were washed with PBS and incubated in 2X TrypLE (Gibco, A12177; 10 min, 37 °C, 200 rpm). Cells were separated from microcarriers using a vacuum driven 100 µm Steriflip filter unit (Merck Millipore, C3238) and several washing cycles. Cells were harvested by centrifugation (350 × *g*, 5 min), resuspended in GM and counted prior to subsequent handling or analysis.

### Scanning electron microscopy (SEM)

Samples were fixed in 2% formaldehyde, 2.5% glutaraldehyde (Sigma Aldrich, G5882) in 0.1 M cacodylate (Sigma Aldrich, C0250) for 24 h. Samples were rinsed with 0.1 M cacodylate, dehydrated in a graded ethanol series, and dried in hexamethyldisilazane (Sigma Aldrich, 440191). Samples were sputter-coated with a thin gold layer (SC7620 Mini Sputter Coater, Quorum Technologies) prior to observation on a scanning electron microscope (JSM-IT200, JEOL).

### Lipidomic analysis

10–30 mg samples were collected for lipidomic analysis. Lipids were extracted using a modified Bligh-Dyer protocol, and analysed by hydrophilic interaction liquid chromatography mass spectrometry (HILIC LC-MS/MS)^66^. Lipid quantities were normalised to the amount of protein present within the respective sample.

For data analysis, peak integration was performed with MultiQuantTM (version 3.0.3). Lipid species signals were corrected for isotopic contributions (calculated with Python Molmass 2019.1.1) and quantified based on internal standard signals as per the Lipidomics Standards Initiative (LSI).

### Sensory analysis

Sensory analysis was performed by three consenting, unblinded volunteers, who each regularly consume beef. Cultured fat was frozen and stored (−20 °C) prior to analysis. Frozen bovine subcutaneous fat and empty alginate hydrogel were provided as control samples. Samples were pan-fried (without oil) for 3–5 min, and samples scored numerically on a range of visual, olfactory and gustatory characteristics. All analyses were performed in accordance with EC Guidance on Ethics in Food Research^67^, and in compliance with Mosa Meat B.V. standard operating procedures. Ethical approval was waived under Dutch MREC/CCMO regulation.

### Statistical analysis

Statistical analysis was performed using Prism 9.1.0 (GraphPad). Analysis between two groups was performed using a Student’s *t*-test. Analysis of three or more groups was performed using one-way ANOVA with Bonferroni’s multiple comparisons test against indicated control(s) (Fig. 4d; Supplementary Figs. 1b; 5b; Supplementary Figs. 2b; 6c–f). Analysis of three or more groups with two independent variables was performed using a two-way ANOVA with Bonferroni’s multiple comparison test against indicated control(s) (Fig. 4b).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Material

## Data Availability

RNA sequencing data has been deposited online at the GEO, accession number GSE189296. Further data supporting the findings of this study are available from the authors upon request.

# Supplementary material for: Muscle-derived fibro-adipogenic progenitor cells for production of cultured bovine adipose tissue
**Source:** NPJ Sci Food. 2022 Jan 24;6:6. doi: 10.1038/s41538-021-00122-2
**Supplement:** Supplementary file 1 — Supplementary Material

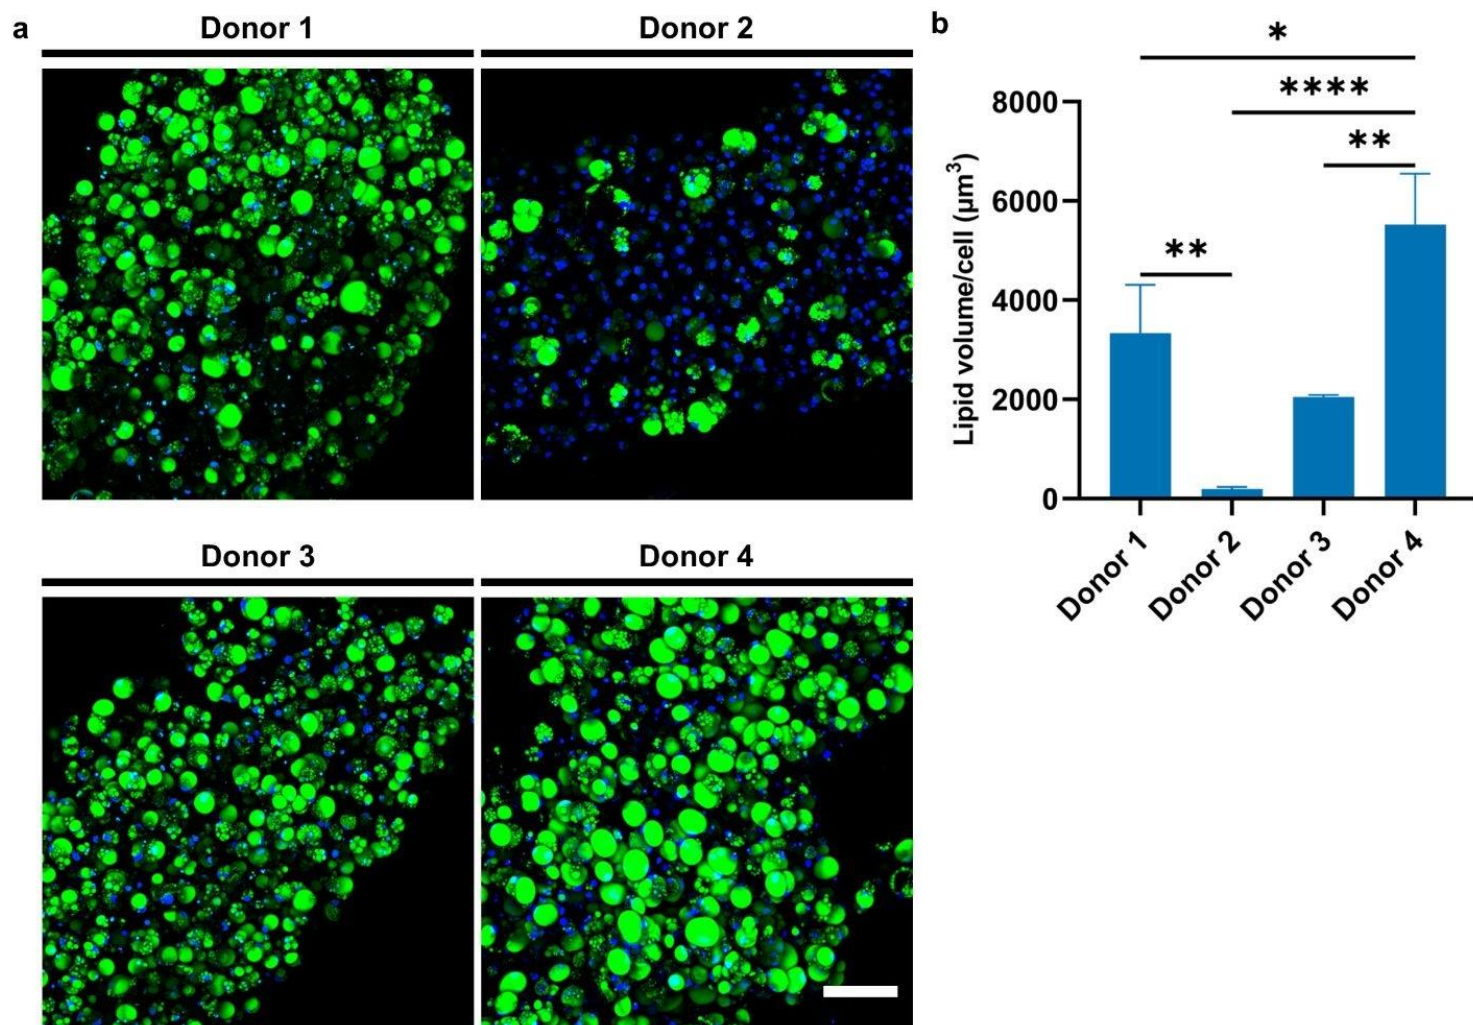

**Supplementary Figure 1 | Adipogenic differentiation of FAPs in 3-dimensional hydrogels (related to Fig. 4).**

**a** Maximum intensity projection confocal microscopy images of differentiated microfibres created with FAPs derived from four separate donor animals. Green = BODIPY, blue = Hoechst, scale bar = 100  $\mu\text{m}$ .

**b** Lipid volume per cell, for samples in **a** (quantified by calculating total lipid volume from BODIPY immunofluorescence, divided by number of nuclei). 

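BODIPY is a dye that dissolves in neutral lipid, and Hoechst stains the DNA of nuclei. The total lipid volume was computed from the BODIPY fluorescence of the confocal images and divided by the number of nuclei, so that the value gives the mean lipid content per nucleus rather than the content of each cell, and does not separate a larger share of cells with lipid from more lipid in each of them.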

Data is shown as mean  $\pm$  sd ( $n = 3$ ).  $P$ -values: \*,  $P \leq 0.05$ ; \*\*,  $P \leq 0.01$ ; \*\*\*,  $P \leq 0.001$ ; \*\*\*\*,  $P \leq 0.0001$ .

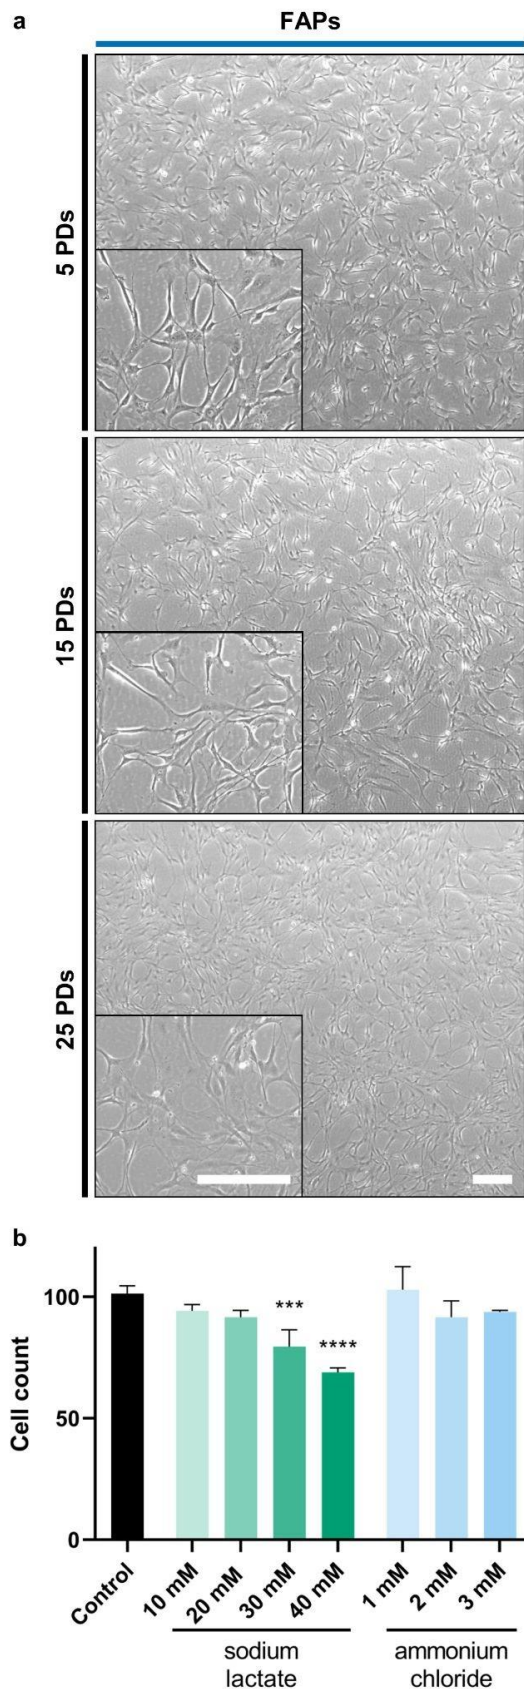

**Supplementary Figure 2 | Proliferation of FAPs in long-term and upscaled cultures (related to Fig. 5).**

**a** Brightfield microscopy images of proliferating FAPs at early, middle and late passage. Scale bars = 200 µm.

**b** Tolerance of FAPs to addition of waste metabolites, indicated by cell count after a 3 day culture. Counts were normalised and compared to control, and shown as mean  $\pm$  sd (n = 3). *P*-values: \*,  $P \leq 0.05$ ; \*\*,  $P \leq 0.01$ ; \*\*\*,  $P \leq 0.001$ ; \*\*\*\*,  $P \leq 0.0001$ .

**Supplementary Table 1 | Media formulations**

| Component                                                  | Concentration |
|------------------------------------------------------------|---------------|
| Growth medium (GM)                                         |               |
| Ham's F-10 Nutrient Mix (Gibco, 31550-023)                 |               |
| Heat-inactivated Fetal Bovine Serum (FBS; Gibco, 10500064) | 20%           |
| Recombinant human bFGF (R&D systems, 233-FB)               | 5 ng/mL       |
| Penicillin/Streptomycin/Amphotericin (PSA; Lonza, 17-745E) | 1%            |
| Myogenic differentiation medium                            |               |
| DMEM (Gibco, 22320-022)                                    |               |
| Heat-inactivated FBS                                       | 2%            |
| PSA                                                        | 1%            |
| Adipogenic differentiation medium (ADM), base              |               |
| DMEM (high glucose; Thermo Fisher, 41966-029)              |               |
| Chemically-defined FBS replacement                         | 1%            |
| PSA                                                        | 1%            |
| <i>ADM - Inducers</i>                                      |               |
| Human Insulin (Peprotech, 10-365)                          | 10 $\mu$ M    |
| Rosiglitazone (Sigma-Aldrich, R2408)                       | 5 $\mu$ M     |
| <i>ADM - Inducers (first 3 days only)</i>                  |               |
| IBMX (Sigma-Aldrich, I5879)                                | 0.5 mM        |
| Dexamethasone (Sigma-Aldrich, D4902)                       | 1 $\mu$ M     |

**Supplementary Table 2 | Primer sequences for RT-qPCR**

| Gene                   |      | Primer sequence           |
|------------------------|------|---------------------------|
| <i>ADIPOQ</i>          | Fwd: | 5'-GGCTCTGATTCCACACCTGA   |
|                        | Rev: | 5'-TGTTGTCCTCGCCATGACTG   |
| <i>B2M</i>             | Fwd: | 5'-TGGAGGTGCTGGCATCTTAG   |
|                        | Rev: | 5'-ATGCAGAAGACACCCAGATGTT |
| <i>CAV3</i>            | Fwd: | 5'-GATCGATCTGGTGAACCGGG   |
|                        | Rev: | 5'-TGTAGCTCACCTTCCACACG   |
| <i>CIDEA</i>           | Fwd: | 5'-TGCAGAGTAACCACTGCTGA   |
|                        | Rev: | 5'-ACGCCAGCATCAGGGTATC    |
| <i>DES</i>             | Fwd: | 5'-GGAAGCCGAGGAATGGTACA   |
|                        | Rev: | 5'-TCGATCTCGCAGGTGTAGGA   |
| <i>FABP4</i>           | Fwd: | 5'-GTAGGTACCTGGAACTTGTCT  |
|                        | Rev: | 5'-ACTTTCCTGGTAGCAAAGCC   |
| <i>ITGB1</i><br>(CD29) | Fwd: | 5'-TGAGGCCACTGTTTATGTTGT  |
|                        | Rev: | 5'-CCGTGTCCCATTGTCATT     |
| <i>MYOG</i>            | Fwd: | 5'-GCGCAGACTCAAGAAGGTGA   |
|                        | Rev: | 5'-TGCAGGCGCTCTATGTACTG   |
| <i>NCAM1</i><br>(CD56) | Fwd: | 5'-CCGAGAAGGGTCCCGTAGA    |
|                        | Rev: | 5'-ATTTGTGTGGCATCGTTGGG   |
| <i>PAX7</i>            | Fwd: | 5'-CTCCCTCTGAAGCGTAAGCA   |
|                        | Rev: | 5'-GGGTAGTGGGTCCTCTCGAA   |
| <i>PDGFRA</i>          | Fwd: | 5'-TCTGCCAGCTTTCATTACCC   |
|                        | Rev: | 5'-TGACCACTTCCAGCACTGTC   |
| <i>RPLP0</i>           | Fwd: | 5'-GGCAGCATCTACAACCCTGA   |
|                        | Rev: | 5'-CAGATGCGACGGTTGGGTAA   |
| <i>RPL19</i>           | Fwd: | 5'-TCGAATGCCCCGAGAAGGTAAC |
|                        | Rev: | 5'-CTGTGATACATGTGGCGGTC   |
| <i>TNNT1</i>           | Fwd: | 5'-CCTCTGATCCCGCCAAAGAT   |
|                        | Rev: | 5'-GGTCCTTTTCCATGCGCTTC   |
| <i>TRARG1</i>          | Fwd: | 5'-CTCATCCTTGCCATCGCCTC   |
|                        | Rev: | 5'-TGTTGCACGCTACTTCGAGA   |
| <i>UXT</i>             | Fwd: | 5'-GAGCAGTCTCCTCACAGAGCTC |
|                        | Rev: | 5'-AGCAACATGTGGATATGGGCCT |

How the deposited data were processed for this re-analysis (not part of the article)

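RNA sequencing was analysed in 6 libraries, 3 of FAPs and 3 of SCs, each after 72 h of culture in growth medium. The cell type and the letter of each library were taken from the sample labels and the column names, and the table held 0 other columns of per-sample values. The paper's text does not say whether the letters stand for donor animals or for cultures. The remaining experiments of the paper, including RT-qPCR, flow cytometry, differentiation and the 3D cultures, were not analysed here.

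The authors prepared stranded poly(A) libraries, sequenced them as single-end reads, aligned the reads with STAR to bosTau9 (ARS-UCD1.2) and counted reads per gene with featureCounts of the Rsubread package. The deposited values are raw counts per Ensembl gene, without normalization or filtering of genes. How strand, multi-mapping reads and reads on overlapping genes were handled is not stated in the paper's text, so that genes with near-identical copies and overlapping or antisense genes are uncertain, and which genes these are was not determined here. Library totals lay between 19666738 and 37791193 counts. A level of 3 counts, the smallest taken as shown, corresponds to 0.0794 to 0.153 CPM. Such floors cover counting error only, since reads of PCR-amplified libraries without molecular identifiers are not independent molecules.

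From the deposited counts, genes were filtered with filterByExpr (minimum count 10; 14039 of 27607 identifiers kept), scaled with TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with cell type as the only term and a prior count of 0.125. Genes were called at an absolute log2 fold change above 1 and a Benjamini-Hochberg FDR below 0.05, the cutoffs given in the paper's methods, applied as separate cutoffs. The paper used limma, and limma 3.58.1 with voom was run as an alternative, as was DESeq2 1.42.0. The design, the alternatives and the rule for the genes to print were fixed before the data were examined. PCA used the 500 genes with the highest variance of CPM. The paper's methods name RPKM. RPKM needs the length of each gene, and the gene table used here (assembly ARS-UCD2.0, 37063 genes) matched 0 of the identifiers and is of another build, so CPM took its place, as set down beforehand for that case.

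The rule for printed genes took every gene the paper names and the genes with the largest log2 fold change in each direction among called genes with a name, a mean of at least 10 CPM in the higher group, taken on TMM-adjusted library sizes, and no overlap between groups. On library totals, 1 of the printed genes, ENSBTAG00000022395, had a mean of 8.33 CPM and would not have met that minimum. Because no identifier could be paired with a name, none of the genes the paper names was reported. The list made for the rule held 12 of them, fewer than the paper names. Surface receptors were not counted and marker expression in RPKM was not given. The rule was applied without the condition on names, printing 2 identifiers in each direction, fewer than the rule had set. A fold change against a group with at most 3 counts in each library was computed against that floor and given as a lower bound.

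The alternatives were DESeq2, limma-voom, other scaling factors or none, other filters, other thresholds, a test against a 2-fold change, counts thinned to the smallest library, the replicate letter as a block, and each library left out in turn. For PCA they were the transform, the genes used, the orientation, the scaling of genes and of libraries, and each library left out. The pairing by letter comes from the sample labels. The tests were tried on simulated data, in which counts were drawn from the SC means, the library sizes and the dispersions, with 200 genes changed by 2 on the log2 scale. The quasi-likelihood test recovered 100% of the changed genes with 0 false calls among 13660 tested, limma-voom 100% with 1 false call and DESeq2 99% with 0. The simulated groups differed in the 200 genes only, raised and lowered in equal number. The simulation therefore could not test the scaling of the libraries, on which the balance of calls depended. A limit on RNA of the other cell type was computed from 20 genes of at least 50 CPM on library totals, chosen by the first library of a group and measured in the others. In simulated mixtures, adding 5% of FAP RNA raised the limit from 1.48% to 6.41%. A bound on FAP RNA in each SC library was also computed from the count of each of 3249 genes, with exact Poisson bounds at 95% confidence adjusted for the number of genes and libraries. In the simulated mixture with 5% added, this bound was at least 5.61%, above the share added.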

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

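The tests on uncounted genes were chosen after these results were seen.

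The first result is the share of counts on a few genes, which the paper does not report. The 10 most counted genes took 23.2% of the counts in FAPs (mean of 3 libraries, from 22.5% to 24.0%) and 7.84% in SCs (from 7.73% to 8.02%). A single gene took 7.03% ± 0.239 (SD, n = 3) of the counts of a FAP library, and the most counted gene of an SC library took 1.41% ± 0.00831 (SD, n = 3). The library totals of the cell types overlapped, as FAPs C held 22737901 counts and was smaller than SCs A and SCs C. Within FAPs the share rose with the library total, and within SCs it fell, from 8.02% in the smallest library to 7.73% in the largest. No technical or biological explanation was tested for this difference. Reads shared between near-identical genes were not examined, because the identifiers are not paired with names, and neither was a difference in library preparation between the cell types.

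The second result is a set of genes that were counted in one cell type and close to absent in the other, a number the paper does not report. Whether genes the paper names are among them is not known, because the identifiers are not paired with names. There were 56 genes with at most 3 counts in each library of one cell type and a mean of at least 10 CPM on library totals in the other. Of these, 50 were higher in SCs and 6 were higher in FAPs. With the minimum set on TMM-adjusted CPM, 45 were higher in SCs and 8 in FAPs. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many such genes, which was the split by cell type, and the other splits gave 0. With 10 splits the share cannot go below 0.1, so that chance in the grouping of libraries is not ruled out by this count. The imbalance of 50 against 6 might come from FAPs left in the SC cultures, which would leave FAP transcripts in every SC library. In a first test, the gene with the lowest ratio of SCs to FAPs in SCs A was present at 0.336% of its FAP level in SCs B and C, from 13 counts. The pooled limit over 20 such genes was 1.38%, and single genes ranged from 0% to 2.95%. A ratio near the pooled limit was to be seen under this explanation and a ratio more than 10 times below it otherwise, and the value fell between, so that this test did not decide. A second test used the fact that FAPs left in the SC cultures would add every FAP transcript, so that the count of each gene limits their share. Over the 3249 genes with at least 50 CPM in FAPs, with exact Poisson bounds at 95% confidence adjusted for the number of genes and libraries, the highest share allowed lay between 0.401% and 0.712% in the SC libraries. If these shares of their level were added to the 50 genes at the floor in FAPs, 16.5 would be expected to stay at the floor, against the 6 genes at the floor in SCs. At these shares, FAPs left in the SC cultures could account for a part of the imbalance and not for all of it. The bound was set by the same gene, ENSBTAG00000054278, in each SC library. It holds only if FAPs left in the SC cultures keep that gene at its FAP level. The expected number was not computed at the higher pooled limit of 1.38%. FAPs left in the SC cultures are therefore not excluded as the whole cause. Reads shared between near-identical genes were not tested, and the imbalance is not told apart from them. A biological difference between the cell types remains a hypothesis for these genes.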

How the results depend on the processing

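The alternatives below were set before the data were examined, apart from those said to have been added. The log2 fold changes of the 4 printed genes kept their direction and their side of the thresholds under each alternative run for them. Their size was less stable. That of ENSBTAG00000008074 ran from 9.667 (prior count 2) to 14.3 (without SCs replicate A). The numbers of called genes stayed within 1.5 times their first value under limma-voom, DESeq2, RLE or upper-quartile factors, both other filters, the test against a 2-fold change, an FDR below 0.01, thinning and the replicate block. Under these settings the number of differentially expressed genes ran from 3078 (test against a 2-fold change) to 4767 (all genes with a count). Across the 6 fits that each left out one library it ran from 4009 to 4086, with 2073 to 2167 genes higher in FAPs and 1910 to 1982 higher in SCs.

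Scaling by library totals only gave 1286 genes higher in FAPs and 3797 higher in SCs, so that 25.3% of the called genes were higher in FAPs against 51.6% with TMM factors. It moved the median log2 fold change of all tested genes from -0.03 to -0.57, and upper-quartile factors moved it to -0.14. Of the 3943 genes called with TMM factors, 3194 were also called with library totals. Other settings, added after seeing the data, bear on this. With limma-voom and library totals, 1290 genes were higher in FAPs and 3771 higher in SCs. With library totals taken after removing the 10 most counted genes, the median was -0.29 and 39.5% of the called genes were higher in FAPs. Limma-voom on genes with CPM above 1 in 3 libraries, also added, called 3324 genes.

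Without a fold change cutoff, 10001 genes had an FDR below 0.05, 71.2% of those tested, with 4871 higher in FAPs and 5130 higher in SCs. This follows from dropping the cutoff, since small differences are also past the FDR at this spread between replicates.

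With the replicate letter as a block, 3942 genes were called, 2045 higher in FAPs and 1897 higher in SCs. In that fit 374 genes differed between letters at an FDR below 0.05, and 20.1% of tested genes had an unadjusted p below 0.05 for the letter, where 5% is given by chance. No paired analysis was run for the PCA. On component 2, which took 0.176% of the variance, the scores fell from A to B to C in both cell types. They were 1878, 943 and -3082 in FAPs and 1206, 80.4 and -1026 in SCs. With 3 letters, the shared order alone cannot rule out chance.

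The variance share of component 1 was 99.7%. Over the 6 analyses that each left out one library it had an SD of 0.0616 percentage points and a range from 99.66% to 99.84%. A change larger than this SD was counted as a move. By that narrow measure the share moved to 99.4% on log2(CPM + 1) and to 99.79% on TMM-adjusted CPM. It moved to 96.05% with genes scaled to unit variance and to 96.21% with genes as observations on CPM. The 99.79% lies within the range above, and the 99.84% without FAPs replicate C was also counted as a move. With genes as observations on log2(CPM + 1) the share was 69.51%, and 66.47% when TMM-adjusted CPM were used there, a setting added after seeing the data. The cause was not tested. The share stayed within that SD with 100 or 1000 genes, with all 14039 genes, and with 500 genes chosen on the log2 scale. On unscaled CPM the genes with the largest CPM weigh most, so a change in the number of genes is a weak check.

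The alternatives set out for surface receptor genes and for marker genes in RPKM were not run, because no identifier was paired with a gene name, and every PCA alternative used CPM in place of RPKM. The depth limits what can be said of genes under about 0.153 CPM in the smallest library. Thinning every library to the smallest total left 3718 called genes among 13604 tested, of which 3637 were among the 3943.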

Differences from the paper's values

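The variance share of component 2 was 0.176%, and the paper's is about 31% in Fig. 2a, read by eye. Of the alternatives set before the data were examined, the one with genes as observations on log2(CPM + 1) gave 30.3%, within 1.5 times the paper's value. Each of the others gave a share more than 1.5 times below it. These ranged from 0.0923% without FAPs replicate C to 3.70% with genes as observations on CPM. A setting chosen after seeing the values, genes as observations on log2 of TMM-adjusted CPM, gave 33.3%. The share of component 1 was 99.7% against about 68% in Fig. 2a, read by eye, and 69.5% with genes as observations on log2(CPM + 1).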

Other observations

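The tests on depth, on the balance of calls, on the splits of libraries for the number of called genes and on the spread between replicates were set before the data were examined. Those on RNA of the other cell type, on the replicate letters and on the orientation of the PCA were chosen after the data had been seen.

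Of the 10 splits of the 6 libraries into 3 and 3, 1 called as many genes as the 3943, which was the split by cell type. The other 9 splits called 0 genes, with 1 to 153 genes at an unadjusted p below 0.05. Only 4 of the splits part the libraries of each letter as the real one does, and 1 of these 4, the real one, gave as many. The other splits place same-lettered libraries together. A share below 0.1 is not possible in this design, so the count of splits alone cannot rule out chance. Thinning every library to the smallest total left 3718 called genes, so the number of calls is not explained by depth.

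The balance of calls depended on the scaling of the libraries. The share of calls higher in FAPs moved by 26.3 percentage points, from 51.6% with TMM factors to 25.3% with library totals. The few genes that take a large share of the counts in FAPs may account for part of this. With library totals taken after removing the 10 most counted genes, a setting added after seeing the data, the share was 39.5% and the median log2 fold change of tested genes was -0.29, between -0.57 with library totals and -0.03 with TMM factors. TMM factors assume that most genes do not differ, and the files hold no spike-in or cell number that would tell which scaling is closer to the RNA content per cell.

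The spread between replicates was larger than counting error alone. The smaller of the biological coefficients of variation was 4.68%, in FAPs. Counts drawn with counting error only gave 0.988%, the lowest value the estimate can take. The coefficient was 9.97% in SCs. Whether the SCs vary more than the FAPs was not tested.

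Transcripts of genes that were higher in one cell type were also counted in the other, and a candidate explanation is that the cultures were mixed. If so, the ratios of most genes would lie near the limit set by the genes with the lowest ratio. For FAP transcripts in SCs the limit was 1.38% of the FAP level, and 85.5% of the 619 genes called higher in FAPs with at least 50 CPM there had a ratio above 10 times the limit. For SC transcripts in FAPs the limit was 0.0636%, and 91.2% of 363 genes lay above 10 times the limit. Residual cells at these limits would therefore not explain most of this expression, and this test does not exclude a smaller share of RNA. For FAP RNA in SCs, the bound from the count of each gene was lower than this limit, between 0.401% and 0.712%. That bound was set by the same gene in each SC library.

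Same-lettered libraries deviated together for letters A and C and not for B. Over all tested genes the mean correlation was 0.127, and over the 5278 genes with a mean of at least 32 CPM on TMM-adjusted library sizes it was 0.343, with 0.554 for A, 0.0447 for B and 0.431 for C. Genes are not independent replicates. Of the pairings of the letters, the labelled one gave the highest mean of the 6 possible pairings, so 1 of 6 pairings was as high, which is the smallest share this design can give. A shared donor, culture or processing of same-lettered libraries could produce this, and the count of pairings cannot tell these apart or rule out chance.

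The shares of the components in Fig. 2a could come from an analysis with genes as observations. With genes as observations on log2(CPM + 1), component 1 took 69.5% of the variance. In that orientation the mean loading on component 1 had the same sign in both cell types, -0.53 in FAPs and -0.23 in SCs, and the mean loading on component 2 had opposite signs, 0.23 in FAPs and -0.53 in SCs. The paper's methods do not state the orientation, the transform or the centring, and RPKM were not used here, so this remains a hypothesis.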
